# Novel targets in renal fibrosis based on bioinformatic analysis

**DOI:** 10.3389/fgene.2022.1046854

**Published:** 2022-11-29

**Authors:** Yuan Yuan, Xi Xiong, Lili Li, Pengcheng Luo

**Keywords:** chronic kidney disease (CKD), renal fibrosis, protein-protein interaction (PPI), hub genes, bioinformatics analysis

## Abstract

**Background:** Renal fibrosis is a widely used pathological indicator of progressive chronic kidney disease (CKD), and renal fibrosis mediates most progressive renal diseases as a final pathway. Nevertheless, the key genes related to the host response are still unclear. In this study, the potential gene network, signaling pathways, and key genes under unilateral ureteral obstruction (UUO) model in mouse kidneys were investigated by integrating two transcriptional data profiles.

**Methods:** The mice were exposed to UUO surgery in two independent experiments. After 7 days, two datasets were sequenced from mice kidney tissues, respectively, and the transcriptome data were analyzed to identify the differentially expressed genes (DEGs). Then, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were executed. A Protein-Protein Interaction (PPI) network was constructed based on an online database STRING. Additionally, hub genes were identified and shown, and their expression levels were investigated in a public dataset and confirmed by quantitative real time-PCR (qRT-PCR) *in vivo.*

**Results:** A total of 537 DEGs were shared by the two datasets. GO and the KEGG analysis showed that DEGs were typically enriched in seven pathways. Specifically, five hub genes (Bmp1, CD74, Fcer1g, Icam1, H2-Eb1) were identified by performing the 12 scoring methods in cytoHubba, and the receiver operating characteristic (ROC) curve indicated that the hub genes could be served as biomarkers.

**Conclusion:** A gene network reflecting the transcriptome signature in CKD was established. The five hub genes identified in this study are potentially useful for the treatment and/or diagnosis CKD as biomarkers.

## Introduction

In recent decades, CKD has been a severe threat to human health globally (Hill et al., 2016). Indeed, over 10% of adults living in developed countries are exposed to CKD (Global, 2015; Bach et al., 2019). An indicator of CKD is the presence of fibrosis and renal failure induced by fibrosis.

As a typical histopathological characteristic of chronic obstructive nephropathy, renal fibrosis serves as a terminal pathway of most progressive and chronic nephropathies. As is known, fibrosis is essentially pathologically related to the wound healing process accompanied by migration and activation of myofibroblasts (Humphreys, 2018). Despite great advances in the molecular mechanisms of CKD progression over the past years, few effective therapeutic strategies have been applied clinically. Therefore, a thorough investigation of renal fibrosis related molecular mechanisms is urgently required (Djudjaj and Boor, 2019). Additionally, the molecular basis of CKD provides references to the enhancement of therapeutic intervention and clinical diagnosis.

Omics approaches, including metabolomics, proteomics, transcriptomics and genomics, serve as high-throughput methods to investigate the changes of global gene expressions in CKD patients (Eddy et al., 2020). Next-generation sequencing-based transcriptome profiling is a commonly applied method for identification of DEGs. To date, various functional pathways and DEGs have been identified by means of bioinformatic analysis. A previous study analyzed by bioinformatics and identified 44 genes possibly related to CKD (such as ACTN4) that affect CKD through SMAD2/3 signal transduction pathway (Yu et al., 2020). Another study also identified four CKD related genes, PLG, ITGB2, CTSS, and CCL5, through bioinformatics analysis. These studies improve the understanding of the transcriptome status of CKD and provides directions for the further investigations of the mechanisms of CKD (Wang et al., 2020). Nevertheless, no reliable biomarker for CKD diagnosis has been reported. Bioinformatic analysis integrating such data of expression profiling may be an effective measure.

To address this issue, we sequenced and analyzed two transcriptional datasets from mouse kidney tissue samples under UUO surgery. A total of 537 DEGs shared by the two datasets were identified. Meanwhile, GO, KEGG pathway enrichment, and PPI network were achieved to clarify the role of DEGs in CKD. Additionally, hub genes were identified and confirmed. This study provides facilitates identification of the molecular targets for CKD treatment.

## Materials and methods

### Animal model

Mice (C57BL/6N, male) aged 8 weeks were supplied by Vital River Laboratory Animal Technology Co., Ltd. (China) and kept in the Central Laboratory of Wuhan Third Hospital (China). In the first study, ten mice were equally divided into the sham group and the UUO group on a random basis. In the second study, eight mice were equally divided into the sham group and the UUO group on a random basis. The experiments were reviewed and approved by the authority (^#^SY2021-020) and executed in accordance with relevant guidelines.

### Unilateral ureteral obstruction surgery

The mice were exposed to right ureter ligation before being divided into the sham operated group and the 7 days ligated group. Specifically, the mice were anesthetized by using a face mask that delivers 30% isoflurane. The exposure of the right ureter was achieved by using a midline abdominal incision. After that, the right ureter was completely obstructed (1 cm below the renal pelvis with 5.0 silk ligature, in the 7 days ligated group) or manipulated in a similar way instead of being ligated (the sham operated group). Seven days later, the mouse kidneys were collected, followed by rinsing with isotonic saline. Finally, the mouse kidneys were dissected and kept in liquid nitrogen.

### Immunofluorescence

Frozen sections of kidneys were cut at the 5-µm thickness section for subsequent proteins staining of extracellular matrix (ECM). These sections were immersed in a protein-blocking solution, followed by incubation with primary collagen I antibody (Servicebio, ^#^GB11022-3, Wuhan, China), fibronectin antibody (Servicebio, ^#^GB13091, Wuhan, China), and E-cadherin antibody (Sevicebio, ^#^GB13083, Wuhan, China). Afterwards, the sections were sequentially incubated with appropriate secondary antibodies. Additionally, 25 µl DAPI was dropped on the samples and kept for 5 min. Utilizing a fluorescence microscope with a digital camera, image visualization was achieved. Using ImageJ according to the formula below: mean of the average fluorescence intensity = total fluorescence intensity of this region (INTDEN)/area, the average fluorescence intensity was determined.

### Transcriptional sequencing

The transcriptional sequencing data were sequenced in Beijing Genomic institute (BGI, Shenzhen, China). Total RNA extraction was achieved by utilizing Trizol, followed by qualification and quantification analysis by utilizing a Nano Drop and bioanalyzer (Agilent 2100, Thermo Fisher Scientific). Additionally, the data were sequenced by using the MGISEQ2000 platform. In Study 1, dataset 1 containing 5 sham and 5 UUO samples was generated. In Study 2, dataset 2 containing 4 sham and 4 UUO samples was generated.

### Identification of differentially expressed genes

The DEGs shared by the two groups were analyzed in the two datasets by using the Limma package in R. The critical level for the DEGs selection with statistical significance was set as |log2FC (fold change) | > 2 and *p* < 0.05. The shared DEGs were identified by drawing the Venn diagram.

### Kyoto encyclopedia of genes and genomes and gene ontology enrichment analyses of differentially expressed genes

For the functions of DEGs, KEGG pathway enrichment and GO analysis [e.g., molecular function (MF), cellular components (CC) and biological process (BP)] were executed using the R package clusterProfiler.

### Establishment of the protein-protein interaction network

In this study, prediction of the PPI network was achieved on the basis of an online database called the Search Tool for the Retrieval of Interacting Genes (STRING) (http://string-db.org) (Szklarczyk et al., 2017). The critical value for STRING was 0.9. Investigations of functional PPI facilitate understanding of the biological mechanisms. Additionally, the PPI network was visualized and investigated by utilizing Cytoscape (version 3.4.0) (Chin et al., 2014), which has been employed for the clustering of a specific network on the basis of topology; the dominant modules were also identified in the PPI network. Five hub genes were identified by performing the 12 scoring methods in cytoHubba.

### Analysis of hub genes

The PPI network of the identified hub genes were investigated by utilizing the database STRING. The expression levels of these hub genes were confirmed in the dataset GSE36496, which is available in the GEO database.

### RNA extraction and quantitative real-time PCR

The total mRNA of the renal tissue samples was extracted by RNA isolation kit (Omega Bio-Tek, #R6934-01, United States), and 1 μg of mRNA was reversely transcribed into cDNA. The mRNA expression levels of target genes were detected by qRT-PCR. Molecular markers of renal fibrosis, including Fibronectin, E-cadherin, and collagen I, were detected with β-actin as an internal reference gene. 

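The primer pairs of the 5 hub genes were placed on the transcripts and the genome of GENCODE M21 (GRCm38) by exact match. The Bmp1 pair (GAACACATTCTCCAGGGGCA and CTTGCTGAGTCGGGTCCTTT) gave a product of 100 bp on chromosome 14 between 70505372 and 70507467, across exons 6 and 7 of 20, and its forward primer crossed the exon junction. The Cd74 pair (GGATGGCGTGAACTGGAAGA and CCTGGCACTTGGTCAGTACTTT) gave 128 bp on chromosome 18 between 60810056 and 60811311, from exon 5 to exon 7 of 10, and matched 2 of the 3 coding transcripts of that gene. The Fcer1g pair (CAGCCGTGATCTTGTTCTTGC and CCTTTCGGACCTGGATCTTGA) gave 150 bp on chromosome 1 between 171231016 and 171234238, from exon 1 to exon 3 of 5. The Icam1 pair (AGCCTCCGGACTTTCGATCT and TGTTTGTGCTCTCCTGGGTC) gave 175 bp on chromosome 9 between 21025843 and 21026470, across exons 3 and 4 of 7. The H2-Eb1 pair (ACGGTGTGCAGACACAACTA and GTCACCGTAGGCTCAACTCT) gave 71 bp on chromosome 17 between 34309806 and 34314185, across exons 2 and 3 of 6. The forward primer of this pair also matched 5 transcripts of H2-Ab1, while its reverse primer matched none of them. In each of the 5 pairs the product lay in coding sequence and spanned at least 1 intron.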

Table 1 lists the primer sequences.

**TABLE 1:** The primer sequences of 5 hub genes.

Gene	Forward primer (5'-3')	Reverse primer (5'-3')
Bmp1	GAA​CAC​ATT​CTC​CAG​GGG​CA	CTT​GCT​GAG​TCG​GGT​CCT​TT
CD74	GGA​TGG​CGT​GAA​CTG​GAA​GA	CCT​GGC​ACT​TGG​TCA​GTA​CTT​T
Fcer1g	CAG​CCG​TGA​TCT​TGT​TCT​TGC	CCT​TTC​GGA​CCT​GGA​TCT​TGA
Icam1	AGC​CTC​CGG​ACT​TTC​GAT​CT	TGT​TTG​TGC​TCT​CCT​GGG​TC
H2-Eb1	ACG​GTG​TGC​AGA​CAC​AAC​TA	GTC​ACC​GTA​GGC​TCA​ACT​CT

### Receiver operating characteristic curve

The diagnostic value of the five hub genes for CKD was evaluated over the two datasets by using the R package pROC and the results were indicated by the receiver operating characteristic (ROC) curves.

## Results

### Immunofluorescence

The expressions of fibronectin and collagen I were significantly up-regulated in the UUO group, while E-cadherin expression was significantly down-regulated, compared with the sham group (Figure 1). According to the immunofluorescence results, we could observe that renal fibrosis was aggregated in the UUO model.

**FIGURE 1:**
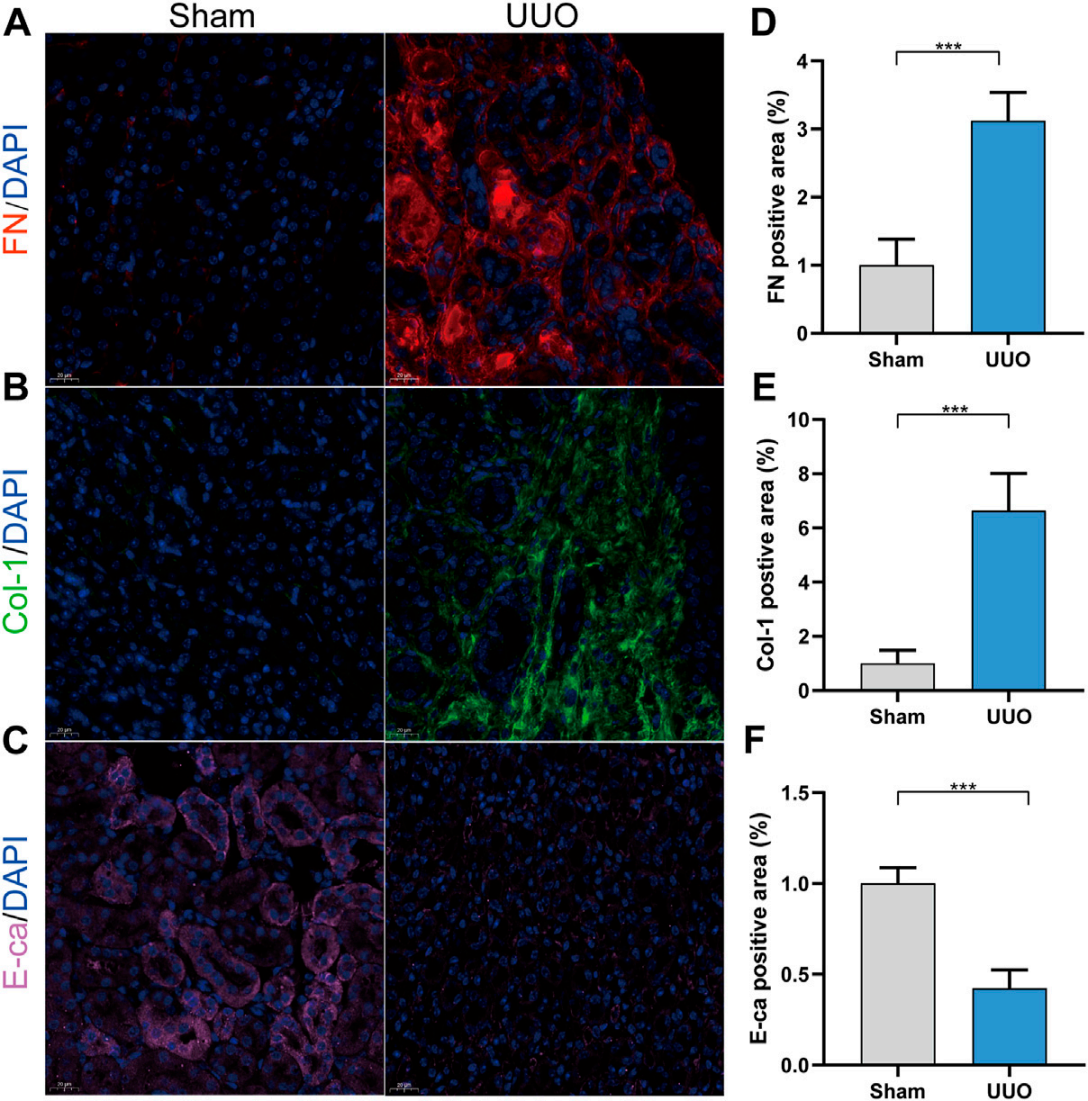
UUO model was conducted successfully. **(A)** Representative immunofluorescence of kidney sections stained with Fibronectin (red) and DAPI (blue). **(B)** Representative immunofluorescence of kidney sections stained with collagen I (green) and DAPI (blue). **(C)** Representative immunofluorescence of kidney sections stained with E-cadherin (pink) and DAPI (blue). **(D)** Quantitative analysis of the fibronectin positive area in the kidney samples. **(E)** Quantitative analysis of the collagen I positive area in the kidney samples. **(F)** Quantitative analysis of the E-cadherin positive area in the kidney samples. ***p < 0.001.

### Identification of differentially expressed genes

The two transcriptome datasets were obtained by high throughput sequencing. 

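Dataset 1 held one RNA library from each of 5 sham and 5 UUO mice. The paper's methods give kidney as the tissue, 7 days between surgery and collection in both groups, and an age of 8 weeks. The labels of the deposited libraries instead name ureter as the tissue, day 0 for the sham group, day 7 for the UUO group, and an age of 4 weeks. Their titles name unilateral ureteral obstruction in both groups and do not use the word sham. The paper's terms are used here, with the numbers of the labels in the library names (sham 1 to 5, and UUO 1, 2, 3, 4 and 6). For each library the authors deposited FPKM (fragments scaled by transcript length and by the fragments of the library), TPM and estimated read counts of 19539 protein-coding genes. The tool and annotation behind these values are not named in the paper's text. Estimated counts on these genes summed to between 12166608 and 15792239 per library in the sham group (median 13510184) and to between 16993722 and 19403210 in the UUO group (median 17444170), so the UUO libraries were deeper throughout. The analysis used log2(FPKM + 1) of the 19094 genes with an FPKM above 0 in at least 1 library, with no further scaling between libraries. The groups were compared with limma's moderated test, and adjusted p-values are Benjamini-Hochberg values over these genes. Dataset 2 was not analysed here.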

The two groups exhibited distinctive expressions, as indicated by the PCA plots of the two datasets (Figures 2A,B). 

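Dataset 1 was examined by PCA of the centred, unscaled log2(FPKM + 1) values. The first component carried 81.2% of the variance and the second 5.24%. On the first component the sham libraries lay between -71.6 and -53.4 and the UUO libraries between 50.9 and 72.3, a gap larger than the spread within either group. With each library left out in turn, the share of the first component stayed between 80.6% and 82.7%. Scaling every gene to unit variance moved the share furthest, to 53.2%, and the groups still occupied separate ranges, from -105.3 to -81.5 for sham and from 81.8 to 109.7 for UUO.

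**Figure D1:**
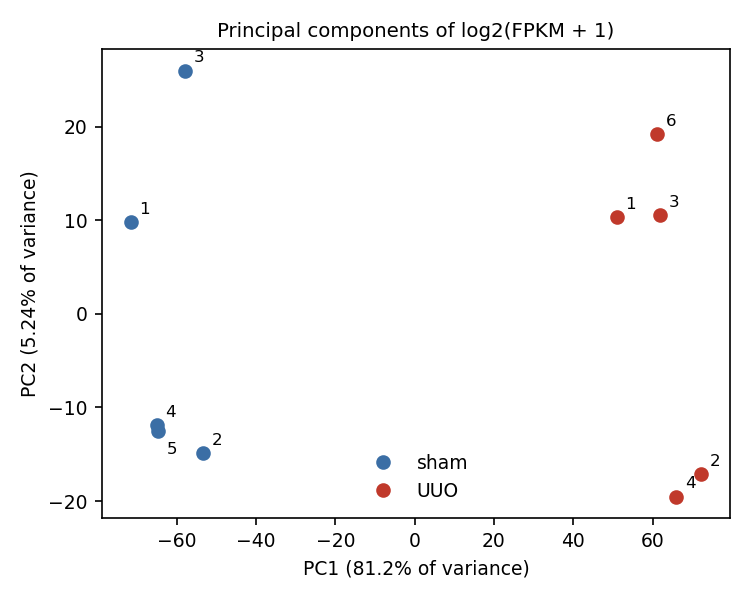
Scores of the 10 libraries on the first (PC1, 81.2% of variance) and second (PC2, 5.24%) principal components of log2(FPKM + 1), labelled with the library number. The 5 sham libraries lie below -53.4 on PC1 and the 5 UUO libraries above 50.9.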

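A DEG was a gene with a log2 fold change beyond 2 in either direction and an unadjusted limma p under 0.05. Among the genes labelled in the volcano plot of dataset 1, Fblim1 rose from a log2(FPKM + 1) of 1.77 ± 0.11 (SD, n = 5) in the sham group to 5.34 ± 0.15 (SD, n = 5) in the UUO group. Its log2 fold change was 3.56, with a standard error of 0.08 and an adjusted p of 3.32e-08 in limma. Msn rose from 4.80 ± 0.09 (SD, n = 5) to 7.10 ± 0.07 (SD, n = 5), and its log2 fold change of 2.30 became 1.91, under the threshold, after upper quartile scaling. Fgg varied more between UUO mice, with a log2 fold change of 2.94, a standard error of 0.61 and a value of 2.41 without UUO 3. Fgb ranged from 1.84 to 5.23 in the UUO group, and without UUO 3 its log2 fold change was 2.04. Klk1, Mogat2 and Ido2 had log2 fold changes of -3.54, -2.53 and -2.24, with adjusted p-values of 3.13e-07, 4.6e-07 and 1.81e-06 in limma. Gm11127 had a log2 fold change of -1.86 (standard error 0.12) on this scale and so was not a DEG, while it reached -2.40 after quantile normalization. In each of these 8 genes every UUO library lay beyond every sham library (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow).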

Meanwhile, volcano plots of DEGs were generated in both datasets (Figures 2C,D) based on the criteria of |Log2FC| > 2 and *p* < 0.05. 

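Among the DEGs of dataset 1 without overlap between the groups, the largest rises in log2 fold change were those of Havcr1 (7.25), Lcn2 (6.43), Sprr2f (6.33), C3 (6.16) and Aoc1 (6.08). Havcr1 had a log2(FPKM + 1) of 1.57 ± 1.09 (SD, n = 5) in the sham group and 8.82 ± 0.76 (SD, n = 5) in the UUO group, with a standard error of the log2 fold change of 0.55 and an adjusted p of 3.92e-06 in limma. Its sham level was highest in sham 2, at 3.47 against at most 1.30 in the other sham libraries, and without that library the log2 fold change was 7.72. Lcn2 changed from 3.70 ± 0.97 (SD, n = 5) to 10.13 ± 0.50 (SD, n = 5). Sprr2f was close to 0 in the sham group, at 0.18 ± 0.27 (SD, n = 5), so its fold change depends on the pseudocount of 1. The largest falls were those of Pvalb (-4.78), Slc7a13 (-4.29), Slc22a7 (-4.27), Slc22a8 (-4.21) and Dnase1 (-4.15). Slc7a13 was at 8.27 ± 0.20 (SD, n = 5) in the sham group and 3.98 ± 1.36 (SD, n = 5) in the UUO group, and the 5 UUO libraries ranged from 2.58 to 5.80. Pvalb had at most 3 estimated counts in any UUO library, which makes it at least 159-fold lower there in CPM (counts scaled by library size).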

The expression level of top 30 DEGs in datasets 1 and 2 were shown in Figures 2E,F.

**FIGURE 2:**
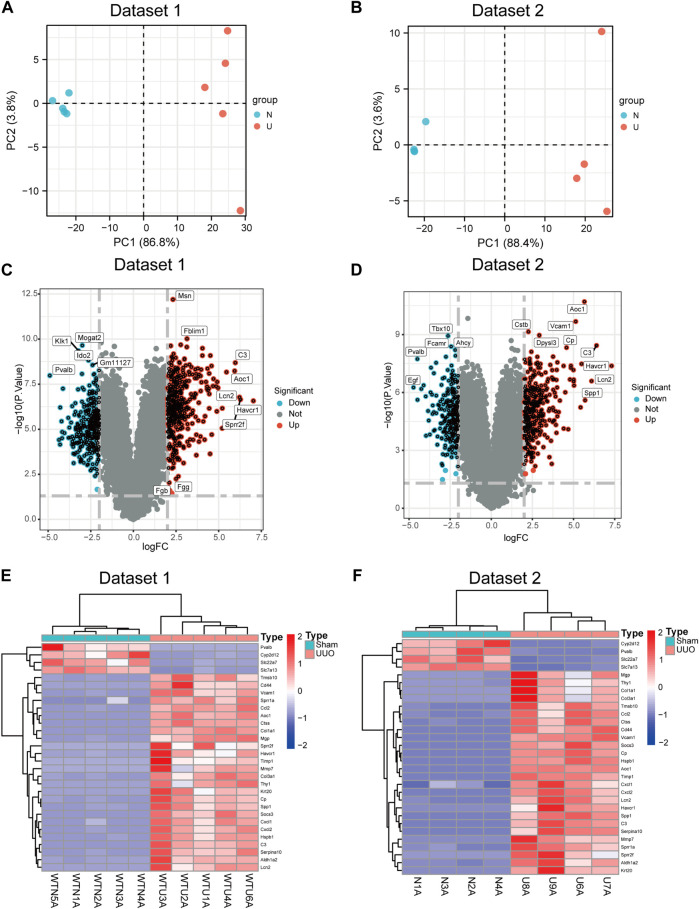
DEGs were identified between sham and UUO. **(A)** Principal component analysis (PCA) plot of dataset 1. **(B)** PCA plot of dataset 2. **(C)** Volcano plot of DEGs in dataset 1. **(D)** Volcano plot of DEGs in dataset 2. **(E,F)** Heatmap showing the gene expression of top 30 DEGs in dataset 1 **(E)** and in dataset 2 **(F)** Each row represents a gene and each column represents a sample.

### Gene ontology and kyoto encyclopedia of genes and genomes enrichment analyses of the shared differentially expressed genes

According to the Venn diagram, 537 shared DEGs were identified in two datasets, including 309 upregulated and 228 downregulated genes. In dataset 1, 733 significant DEGs were identified, including 424 upregulated and 309 downregulated genes. 

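By limma on log2(FPKM + 1), 948 of the 19094 genes of dataset 1 were DEGs, of which 712 rose and 236 fell in the UUO group, so that 75.1% rose. With the Benjamini-Hochberg adjusted p in place of the unadjusted one, 945 genes passed, 709 rising and 236 falling. The groups did not overlap in 700 of the rising and 233 of the falling DEGs, which the selection for large differences between these groups favours by itself. The split by direction changed with the scaling and with the method. The median log2 fold change of all genes was 0.22 without scaling and -0.01 after quantile normalization. With quantile normalization there were 736 DEGs, 427 rising and 309 falling (58.0% rising), of which 646 were also DEGs without scaling. Upper quartile scaling gave 487 rising and 373 falling DEGs. The total was largest, at 2562 DEGs, in edgeR's quasi-likelihood test on the estimated counts without a filter on low counts, 68.3% of them rising. With the filter it was 1872, and on the FPKM scale a pseudocount of 0.1 gave 2024 DEGs, 83.9% of them rising. DESeq2, with a median log2 fold change of 0.02, gave 1622 rising and 730 falling DEGs (69.0% rising), so on the estimated counts most DEGs rose even with the median near 0. Leaving out each library in turn gave between 892 and 1002 DEGs.

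**Figure D2:**
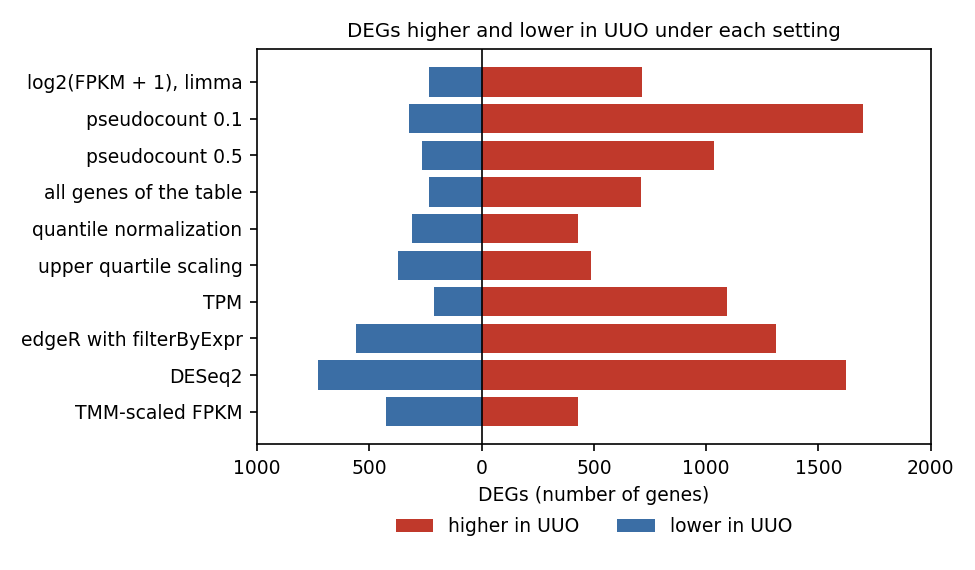
Number of DEGs higher (right) and lower (left) in the UUO group than in the sham group, with the main setting at the top. Below it are some of the other ways of scaling, filtering or testing. edgeR without a filter on low counts, which gave the largest total, is not drawn. The main setting gives 712 higher and 236 lower genes, and quantile normalization gives 427 and 309.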

In dataset 2, 622 significant DEGs were identified, including 362 upregulated and 260 downregulated genes (Figure 3A). GO and KEGG analyses were employed to clarify the biological function of shared DEGs. 

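The gene annotation of the deposited table was used to test GO terms over the DEGs of dataset 1 alone, since dataset 2 was not analysed here. Of the 948 DEGs, 941 were among the 11367 annotated genes whose higher group mean of log2(FPKM + 1) was above 2, which is the level a gene needs to reach the threshold. Only terms that the paper names for its shared DEGs were tested. Those DEGs come in part from these libraries, so a low p is no independent support for a term. Terms were taken as annotated, without their parent terms, and p-values from one-sided Fisher's exact tests were adjusted over the 11 terms tested. Leukocyte migration held 6 DEGs where 1.32 were expected, all rising (adjusted p = 0.0027). Wound healing held 22 against 6.29 expected, 20 of them rising (adjusted p = 4.32e-07). Fatty acid metabolic process held 23 against 12.8, 18 of them falling (adjusted p = 0.00789), and ERK1 and ERK2 cascade held 5 against 1.99 (adjusted p = 0.0479). Among cellular components, collagen-containing extracellular matrix held 75 DEGs against 16.6 expected, 70 of them rising (adjusted p = 6.04e-30). Apical plasma membrane held 45 against 23.3, with 22 rising and 23 falling (adjusted p = 3.69e-05), while apical part of cell, with 10 against 7.62, did not pass (adjusted p = 0.229). Among molecular functions, cytokine activity held 38 DEGs against 7.29 expected (adjusted p = 4.27e-18), glycosaminoglycan binding 5 against 1.66 (adjusted p = 0.0287) and enzyme inhibitor activity 6 against 2.48 (adjusted p = 0.0412). With the edgeR DEGs in place of the limma DEGs, the last pair no longer passed, at an adjusted p of 0.0972 each. Sulfur compound binding and peptidase regulator activity are attached to no gene in the table and could not be tested.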

According to the GO results, we observed that BP enriched in leukocyte migration, fatty acid metabolic process, wound healing and ERK1 and ERK2 cascade; CC enriched in apical plasma membrane, ECM containing collagen, and apical part of cells; MF enriched in enzyme inhibitor activity, sulfur compound blinding, cytokine activity, glycosaminoglycan binding and peptidase regulator activity (Figure 3B). 

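The term anion transport held 5 DEGs of dataset 1, all falling, where 1.24 were expected (one-sided Fisher's exact test, adjusted p = 0.00899 over the terms tested). With the edgeR DEGs its adjusted p was 0.0532. The term positive regulation of response to external stimulus is attached to no gene in the deposited table and could not be tested. The deposited table also lists KEGG pathways, and a test of these was added after the data were seen. Of 325 pathways with at least 10 genes among the 4967 background genes, 56 passed at an adjusted p under 0.05 with the 529 DEGs that have a pathway. The pathways with the smallest p were Staphylococcus aureus infection (29 DEGs, 4.05 expected, adjusted p = 6.47e-19), cytokine-cytokine receptor interaction (47 DEGs, 13.2 expected, adjusted p = 7.73e-14) and complement and coagulation cascades (27 DEGs, 5.11 expected, adjusted p = 8.29e-13). They are named because of these values, and 23 of the 27 DEGs in the complement pathway rose. With rising DEGs only, 69 pathways passed, with falling DEGs only 21, with edgeR DEGs 66, and with all tested genes that have a pathway as the background 62.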

According to the KEGG result, the enrichment of DEGs was dominantly observed in leukocyte migration, fatty acid metabolic process, anion transport and positive regulation of response to external stimuli (Figure 3C).

**FIGURE 3:**
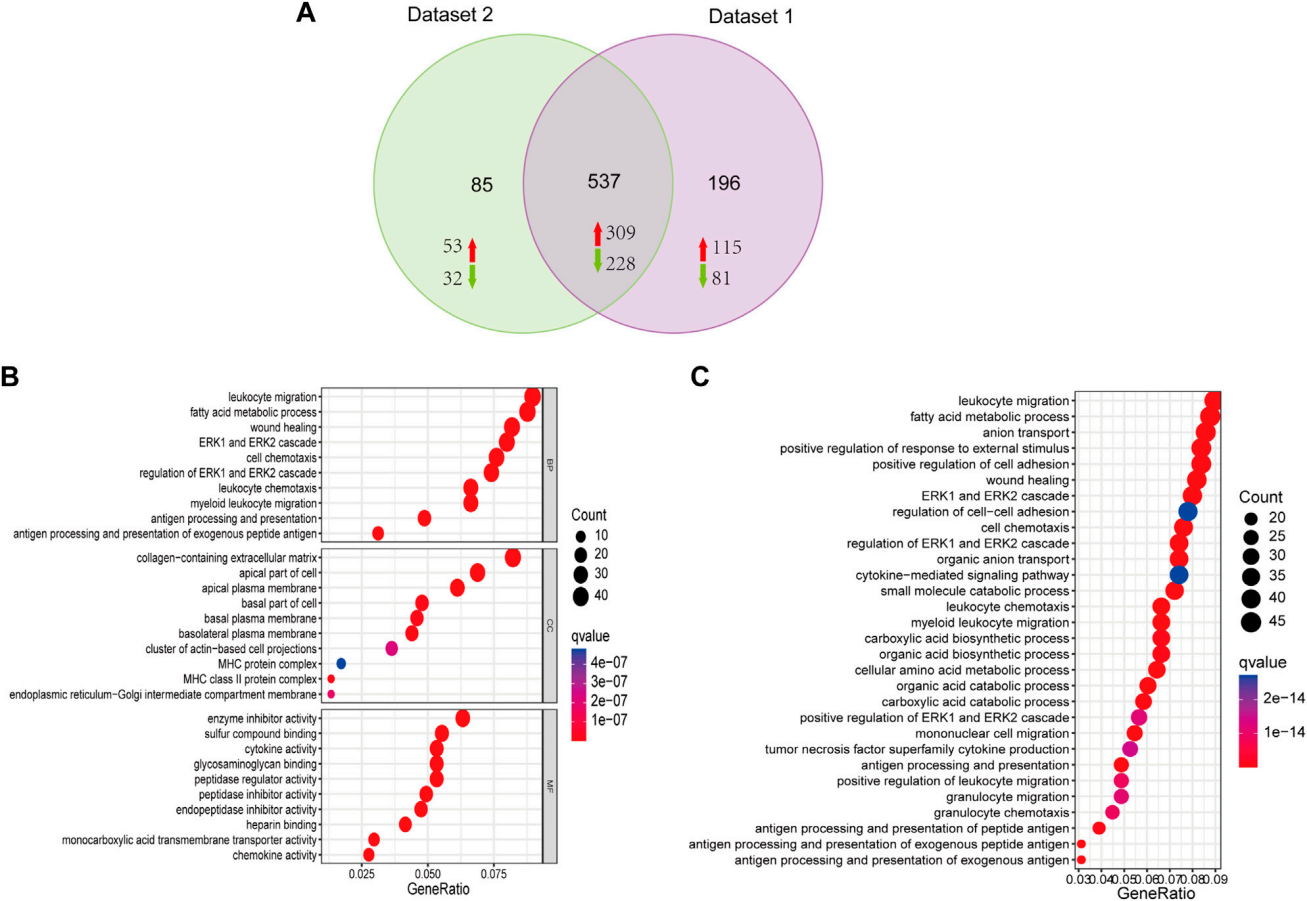
Functional analysis of DEGs. **(A)** Venn diagram showing the 537 shared DEGs from the two datasets, including 309 upregulated and 228 downregulated genes. **(B)** Biological process (BP), cellular components (CC), and molecular function (MF) are the components of GO enrichment analysis results, and each part displays the top ten GO terms. **(C)** KEGG pathway enrichment of DGEs.

### Protein-protein interaction network and hub genes

A PPI network was constructed for the 537 shared DEGs by utilizing the database STRING (Figure 4A). Meanwhile, cytoHubba was employed to investigate the network comprised of the hub genes and co-expression genes. Five hub genes (Bmp1, CD74, Fcer1g, Icam1, and H2-Eb1) were identified by performing the 12 scoring methods in cytoHubba, as well as analysis by UpSetR (Figure 4B). The PPI of five genes were shown in Figure 4C. Table 2 lists the information (e.g., names, abbreviations and functions) of these genes. 

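The deposited table lists the hub genes by NCBI Gene ID and gives a position for each, without naming its genome build. Bmp1 (gene ID 12153) is placed on chromosome 14 from 70474258 to 70520714, and Cd74 (gene ID 16149) on chromosome 18 from 60803849 to 60812652. Fcer1g (gene ID 14127) is placed on chromosome 1 from 171229572 to 171234349, Icam1 (gene ID 15894) on chromosome 9 from 21015940 to 21028814, and H2-Eb1 (gene ID 14969) on chromosome 17 from 34305867 to 34316674. Of the 19480 genes of the table matched by ID to RefSeq on GRCm38.p6, 74.7% had an identical chromosome, start and end there, and 99.4% lay on the same chromosome within 1 Mb. Among the hub genes the positions were identical apart from that of Bmp1.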

The established PPI network indicated the functional connection among genes (Figure 4C). Function information acquired from NCBI suggested that the hub genes are proinflammatory and profibrosis related genes.

**FIGURE 4:**
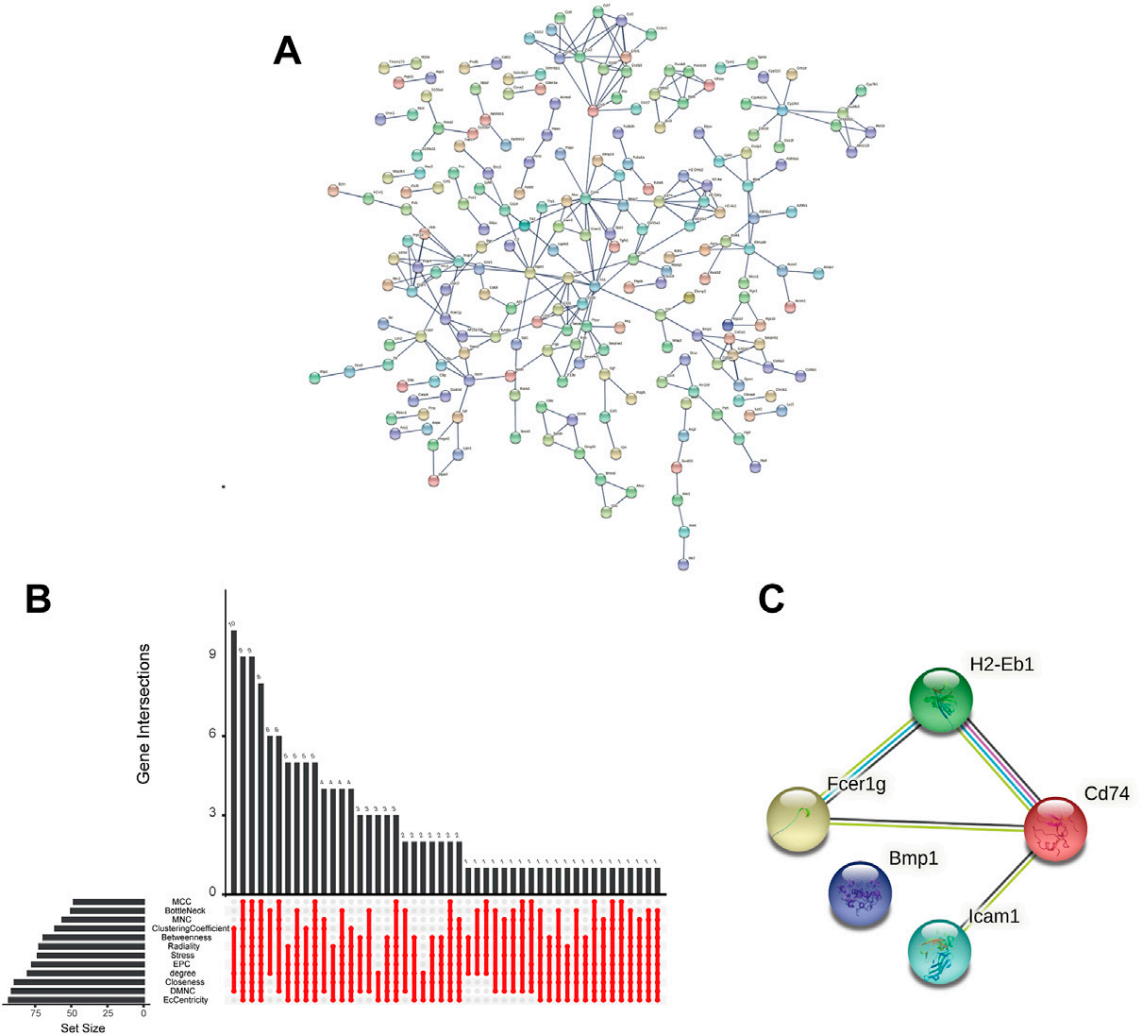
Interaction network and biological process analysis of the hub genes. **(A)** PPI network of shared DEGs constructed by STRING. **(B)** The performance of 12 scoring methods in selecting 5 hub genes by cytoHubba. **(C)** The PPI network of hub genes constructed by STRING.

**TABLE 2:** The functions of five hub genes.

Gene	Full name	Function^a^
Bmp1	Bone Morphogenetic Protein 1	Metalloprotease that plays key roles in regulating the formation of the extracellular matrix (ECM) *via* processing of various precursor proteins into mature functional enzymes or structural proteins
CD74	CD74 Molecule	Plays a critical role in MHC class II antigen processing by stabilizing peptide-free class II alpha/beta heterodimers in a complex soon after their synthesis and directing transport of the complex from the endoplasmic reticulum to the endosomal/lysosomal system where the antigen processing and binding of antigenic peptides to MHC class II takes place
Fcer1g	Fc Epsilon Receptor 1g	Adapter protein containing an immunoreceptor tyrosine-based activation motif (ITAM) that transduces activation signals from various immunoreceptors
Icam1	Intercellular Adhesion Molecule 1	ICAM proteins are ligands for the leukocyte adhesion protein LFA-1 (integrin alpha-L/beta-2). During leukocyte trans-endothelial migration, Icam1 engagement promotes the assembly of endothelial apical cups through ARHGEF26/SGEF and RHOG activation
H2-Eb1	orthologous gene of human HLA-DRB1	The human major histocompatibility complex (MHC), which is also called human leucocyte antigen (HLA), of which HLA-DRB1 is one of the functional MHC-II genes that is involved in encoding the chain of the HLA-DR structure in the antigen binding slot

^a^ Information was from NCBI (https://www.ncbi.nlm.nih.gov/).

### Expressions of hub genes in the two datasets

Expressions of the five hub genes in the UUO group were significantly up-regulated in both datasets compared with the sham group (Figures 5A,B). 

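In dataset 1, the hub gene with the largest difference was Fcer1g, with a log2(FPKM + 1) of 4.36 ± 0.43 (SD, n = 5) in the sham group and 8.35 ± 0.38 (SD, n = 5) in the UUO group. Its log2 fold change was 3.99 (standard error 0.24, limma adjusted p = 1.03e-06). H2-Eb1 rose from 4.89 ± 0.35 (SD, n = 5) to 8.74 ± 0.36 (SD, n = 5), a log2 fold change of 3.85 with a standard error of 0.21 (limma adjusted p = 5.99e-07). Cd74 was the most abundant hub gene and rose from 7.30 ± 0.42 (SD, n = 5) to 10.70 ± 0.29 (SD, n = 5), a log2 fold change of 3.40 with a standard error of 0.21 (limma adjusted p = 1.29e-06). Bmp1 was the least abundant, at 1.92 ± 0.19 (SD, n = 5) and 4.86 ± 0.14 (SD, n = 5), with a log2 fold change of 2.94 and a standard error of 0.10 (limma adjusted p = 1.07e-07). Icam1 rose from 3.86 ± 0.40 (SD, n = 5) to 6.62 ± 0.29 (SD, n = 5), a log2 fold change of 2.76 with a standard error of 0.20 (limma adjusted p = 3.53e-06). For each hub gene the difference exceeded the spread within the groups, and every UUO library lay above every sham library. Relative to the median gene, which rose by 0.22, the log2 fold changes were 3.77 for Fcer1g, 3.63 for H2-Eb1, 3.17 for Cd74, 2.72 for Bmp1 and 2.54 for Icam1. Each hub gene was covered by at least 118 estimated counts in every sham library. Actb, the reference gene of the qRT-PCR, also rose, from 8.72 ± 0.50 (SD, n = 5) to 10.39 ± 0.20 (SD, n = 5), and values relative to Actb moved the hub genes most among the alternatives. On that scale the log2 fold changes were 2.32 for Fcer1g and 2.18 for H2-Eb1, while those of Cd74 (1.73), Bmp1 (1.27) and Icam1 (1.09) fell under the threshold of 2. Each of the 5 still had every UUO library above every sham library (two-sided exact permutation test, p = 0.00794). From the difference between the groups, the paper states that the expression of the 5 hub genes was up-regulated in this dataset (Figure 5A).

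**Figure D3:**
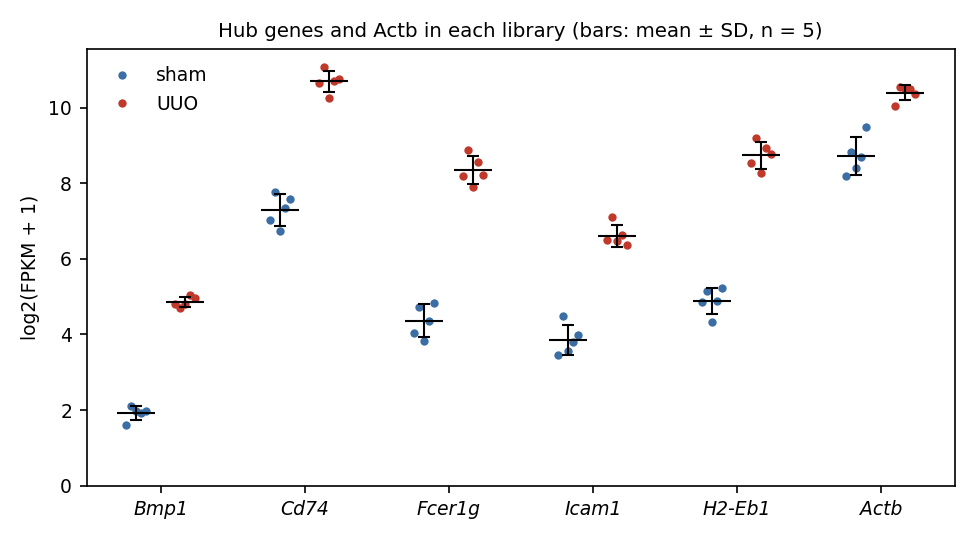
log2(FPKM + 1) of the 5 hub genes and of Actb in each of the 5 sham and 5 UUO libraries, with the mean and SD of each group as black bars. In each gene all UUO libraries lie above all sham libraries, from 4.70 for Bmp1 and 6.38 for Icam1 upwards.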

Meanwhile, the expression of the five hub genes in dataset GSE36496 was validated. The results showed that the expressions of the five genes were significantly up-regulated after the UUO surgery (Figure 5C). To confirm the mRNA expression levels *in vivo*, we performed qRT-PCR to detected the mRNA expression of hub genes in kidney samples collected from the dataset 1 (Figure 6). As indicated, the expressions of the five hub genes in UUO kidney tissues were significantly up-regulated compared with those in sham kidney tissues.

**FIGURE 5:**
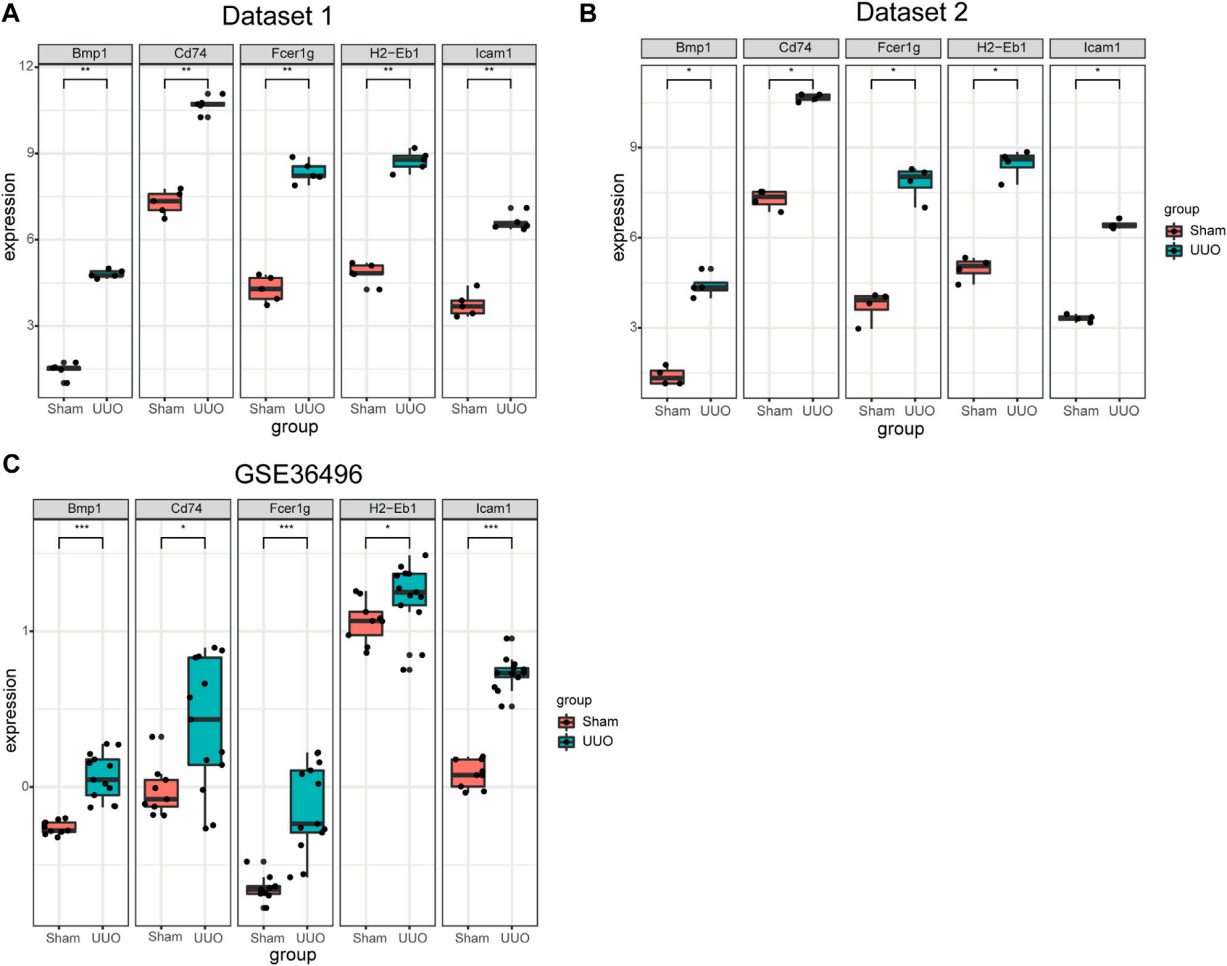
The expression of the five hub genes in three datasets. **(A)** The expression of the five hub genes in dataset 1. **(B)** The expression of the five hub genes in dataset 2. **(C)** The mRNA expression level of the hub genes in dataset GSE36496. *p < 0.05, **p < 0.01, ***p < 0.001.

**FIGURE 6:**
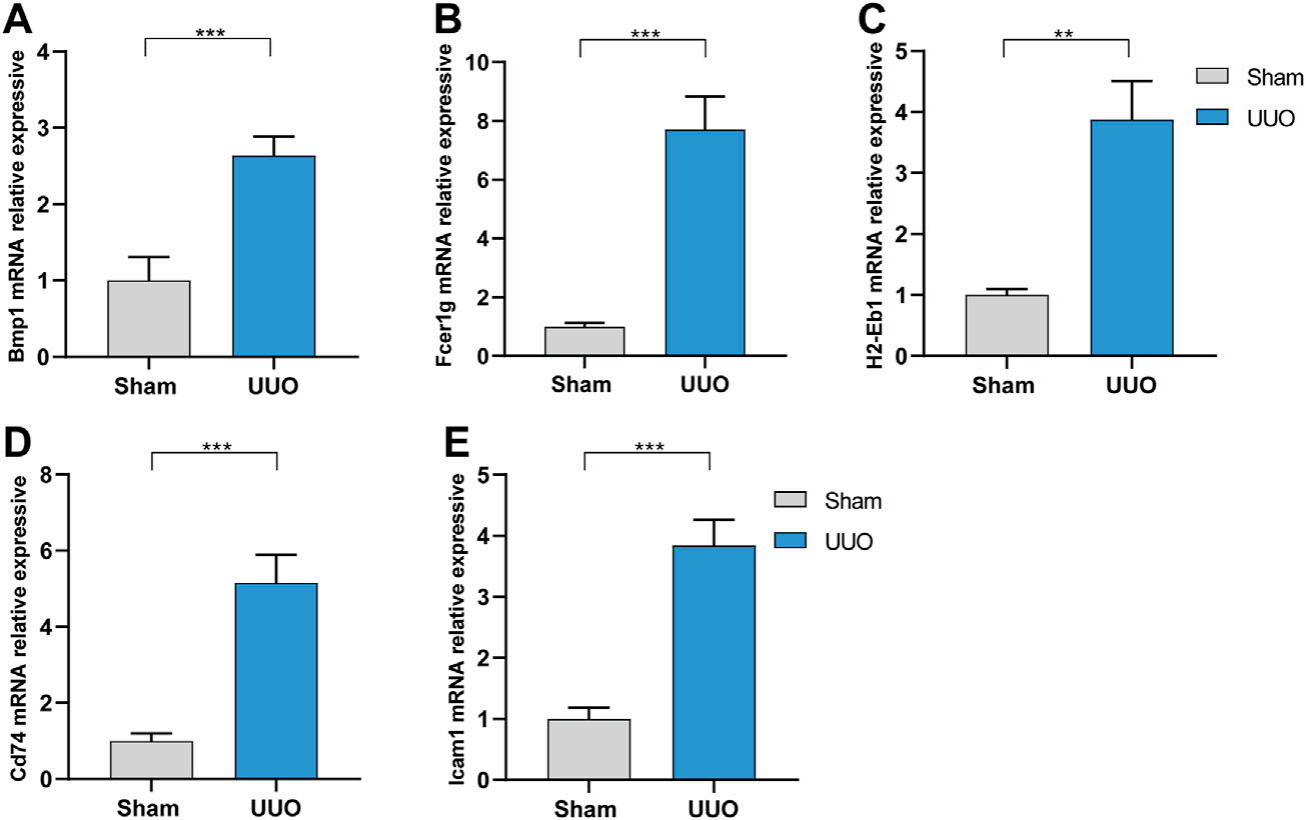
The mRNA expression level of the hub genes *in vivo* analyzed by qRT-PCR in dataset 1. **(A)** Bmp1. **(B)** Fcer1g. **(C)** H2-Eb1. **(D)** CD74. **(E)** Icam1. **p < 0.01, ***p < 0.001.

The diagnostic value of the five hub genes for CKD was evaluated. 

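In dataset 1, the AUC of log2(FPKM + 1) for telling UUO from sham libraries was 1 for each of Bmp1, Cd74, Fcer1g, Icam1 and H2-Eb1, with 5 libraries per group (two-sided exact permutation test, p = 0.00794, the smallest p this design allows). The AUC remained 1 for each of them relative to Actb and with TMM-normalized CPM. The paper drew the hub genes from DEGs of these same libraries, shared with dataset 2, so an AUC of 1 was likely from the selection alone. Of the 712 rising DEGs found here, 700 had every UUO library above every sham library. An AUC of 1 was also common among all genes of this dataset. Of the 19094 genes, 6989 had every UUO library above every sham library and 1836 had every UUO library below, together 46.2% of the genes, where chance gives 0.794%.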

The ROC curves showed that the area under the curve (AUC) of the five hub genes for the the three datases was ranged 0.761 to 1.000 (Figure 7), suggesting that the value of these hub genes could be used for the diagnosis of CKD. In summary, the five hub genes are potential biomarkers in CKD.

**FIGURE 7:**
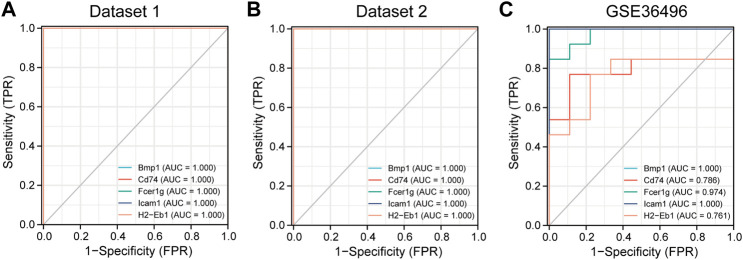
The receiver operating characteristic (ROC) curve of the five hub genes in three datasets. **(A)** The diagnosis value of the 5 hub genes in dataset 1. **(B)** The diagnosis value of the 5 hub genes in dataset 2. **(C)** The diagnosis value of the 5 hub genes in dataset GSE36496. AUC: area under the curve.

## Discussion

As one of the dominant outcomes of CKD, renal fibrosis affects approximately 10% of the global population and has a direction correlation with the annually increasing deaths and healthcare cost (Glassock et al., 2017). At the early stage, renal fibrosis seems to be no more than a normal response to injury. Herein, excess ECM was generated by activated fibroblasts during a wound-healing process to facilitate tissue repair. For repetitive injury, ECM accumulation induced by chronic wound healing was observed, resulting in organ dysfunction (Gurtner et al., 2008). Indeed, renal fibrosis is of great significance to the CKD in terms of pathology and its progression to the ESRD. Over the past years, great efforts have been devoted to identification of novel effective mediators and targets for CKD therapy, while current therapeutic interventions are insufficient. Therefore, novel gene targets could be identified by using high-throughput sequencing.

In this study, two datasets were employed to analyze hub genes correlated with renal fibrosis. A total of 537 shared DEGs were identified (Figure 4A). Five hub genes (Bmp1, CD74, Fcer1g, ICAM-1 and H2-Eb1) were identified (Figures 4C,D). As the five hub genes are excessively expressed in UUO tissues, the characteristics of hub genes are significantly related to the renal fibrosis process. Function information from NCBI indicated that the hub genes belong to proinflammatory genes and profibrosis genes. GSE36496 dataset validation (Figure 5C), qRT-PCR confirmation results (Figure 6), and the ROC curves (Figure 7) suggested that the five hub genes are potential biomarkers for CKD.

Bmp1, which is also denoted as the procollagen C-propeptide protease (Tabas et al., 1991; Kessler et al., 1996) is a member of the peptidase M12A family of BMPs triggering development of bone and cartilage. Different from other BMPs, Bmp1 is not a member of the TGF-β superfamily (Panickar et al., 2020). It exhibits features of metal protease (matrix metalloproteinases), which can cut the COOH-terminals of Procollagen I, II and III, resulting in collagen maturation and ECM deposition (Hopkins et al., 2007; Rosell-Garcia and Rodriguez-Pascual, 2018). Grgurevic *et al.* claimed that Bmp1 has a positive effect on the cleavage of procollagen I, resulting in deposition of collagen in cirrhosis (Grgurevic et al., 2017). Additionally, Bmp1-3 can accelerate renal fibrosis in the mouse model of CKD by increasing the deposition of ECM attenuated by polyclonal antibodies specifically against Bmp1 or Bmp3 (Grgurevic et al., 2011). As is known, Bmp1 is a fundamental part of the development and formation of ECM (Bai et al., 2019; Correns et al., 2021). In summary, Bmp1 may serve as a target for renal fibrosis therapy.

CD74 (MHCII class invariant chain, II) is a nonpolymorphic transmembrane glycoprotein II. In addition to its regulatory role in MHCII expression on the cell surface, CD74 exhibits various biological functions under different pathological and physiological conditions and is involved in the transport of other non-MHCII proteins (Su et al., 2017). Meanwhile, CD74 molecule is a cell membrane receptor with high affinity to bacterial protein, d-dobutamine tautomeric isomerase (D-DT/mif-2) and macrophage migration inhibitory factor (Bilsborrow et al., 2019). CD74 is also an auxiliary signal molecule with regulated intramembrane proteolysis upon ligand binding (Kupke et al., 2020). Additionally, CD74 is critical in various inflammatory diseases (Valiño-Rivas et al., 2015), including Alzheimer disease, systemic lupus erythematosus, type I diabetes and liver fibrosis (Su et al., 2017). Indeed, CD74 generates a proinflammatory response in renal cells under activation by macrophage migration inhibitory factor (MIF) (Farr et al., 2020). For this reason, CD74 may modulate homeostasis and tissue injury besides its impacts on immune regulation. In this study, CD74 was closely correlated with the process of renal fibrosis and could be a biomarker for mechanism studies in the future.

Located in the chromosome 1q23.3, fcer1g, also known as FcRγ, encodes the cytoplasmic FcRg of immunoglobulin. Meanwhile, Fcer1g is constitutively generated by macrophages and monocytes. When stimulated with IL-12, IFN-α, granulocyte colony-stimulating factor, and IFN-γ (Bournazos et al., 2016), the expression of Fcer1g may be induced in other myeloid cells. Also, this is related to the proinflammatory phenotype of macrophages. Fcer1g is essentially a signal-transducing subunit with an immunoreceptor tyrosine-based activation motif (ITAM) and it is responsible for the transduction of activation signals acquired from immune receptors (Shah et al., 2017), which play key roles in different pathological processes, including chronic inflammatory programs, immune cell activation, and allergic reactions (Andreu et al., 2010). As indicated, Fcer1g is related to various kidney diseases, e.g., clear cell renal cell carcinoma and diabetic kidney disease (Chen et al., 2017; Liu et al., 2020). Recently, Fcer1g has been identified to be a biomarker of inflammatory dendritic cells as it is excessively expressed in the periglomerular region of the lupus nephritis kidney (Parikh et al., 2021). Combined with the findings of the current research, it is suggested that Fcer1g has a close relationship with the progress of renal fibrosis and is a potential target for CKD treatment.

Icam1 (Inter cellular adhesion molecule-1) is an adhesion receptor found in leukocytes and endothelial cells. Previous reports have shown that upregulation of both Icam1 and Vcam1 had a positive correlation with the destruction of capillaries and tubular cells in kidney rejection (Vitoria et al., 2019; Zhang et al., 2021). On one hand, adhesion molecules serve as infiltration mediators; on the other hand, adhesion molecules may also be a costimulatory signal for T-cell activation by antigen-presenting cells (Wang et al., 2018). Investigations of expressions of adhesion molecules in inflammatory renal diseases indicated up-regulated expression of adhesion molecules in biopsies in cases of chronic histological damage, as well as structural tubular damage and interstitial fibrosis (Tang et al., 2021). In summary, Icam1 is closely correlated with the occurrence and development of renal fibrosis and is a promising target for CKD.

As a human major histocompatibility complex (MHC) also denoted as human leucocyte antigen (HLA), H2-Eb1 (orthologous gene of human HLA-DRB1) is a functional MHC-II gene involved in encoding of the HLA-DR structure chain in the antigen-binding slot. Like CD74, H2-Eb1 has been proved to play a key role in fibrosis, while it is rarely discussed in CKD-related studies. In this study, the up-regulated expression of H2-Eb1 in renal fibrosis was confirmed and it is essentially a promising target gene for the diagnosis and treatment of CKD.

Sequencing techniques of next-generation are powerful methods for detection of novel genes and establishment of transcriptional networks. Herein, transcriptome analysis was applied to UUO mouse models of renal fibrosis in combination with bioinformatics analysis. This study provides more accurate and effective targets for the diagnosis and treatment of CKD.

## Conclusion

Five hub genes were identified and these genes can serve as diagnostic biomarkers in CKD. This study provides accurate and effective targets for the diagnosis and treatment of CKD. Future studies are required to clarify their biological functions in CKD *in vivo*.

## Data Availability

The data presented in this study are deposited in the GEO repository, accession numbers GSE217650 and GSE217654.

# Supplementary material for: Novel targets in renal fibrosis based on bioinformatic analysis
**Source:** Front Genet. 2022 Nov 29;13:1046854. doi: 10.3389/fgene.2022.1046854

# Supplementary material

Supplementary Table 1. The top 30 DEGs in dataset 1.

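All 30 genes of Supplementary Table 1 were DEGs in dataset 1 by limma on log2(FPKM + 1), with 26 rising, 4 falling and no overlap between the groups in any of them. Their adjusted p-values lay between 1.24e-07 and 0.000807, and 26 of them were among the 30 DEGs with the largest log2 fold change in either direction. The differences from the table's log2 fold changes ran from -0.83 to 0.37, with a median size of 0.18. Ctss had the smallest adjusted p, with a log2 fold change of 4.58 and a standard error of 0.16. Sprr1a had the largest, with a log2 fold change of 4.56 and a standard error of 0.81, because its sham libraries ranged from 1.44 to 6.48. The highest of these was sham 3, and without that library the log2 fold change of Sprr1a was 5.37. For Spp1, the most abundant of the 30 genes in the UUO group, log2(FPKM + 1) was 9.58 ± 0.22 (SD, n = 5) in the sham group and 14.21 ± 0.41 (SD, n = 5) in the UUO group. Its log2 fold change was 4.63 without scaling and 5.46 after quantile normalization. Mmp7 had at most 2 estimated counts in any sham library, so it was at least 209-fold higher in the UUO group in CPM. Collagen genes of the table rose as well, with log2 fold changes of 4.73 for Col3a1 (standard error 0.27) and 4.52 for Col1a1 (standard error 0.23).

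**Figure D4:**
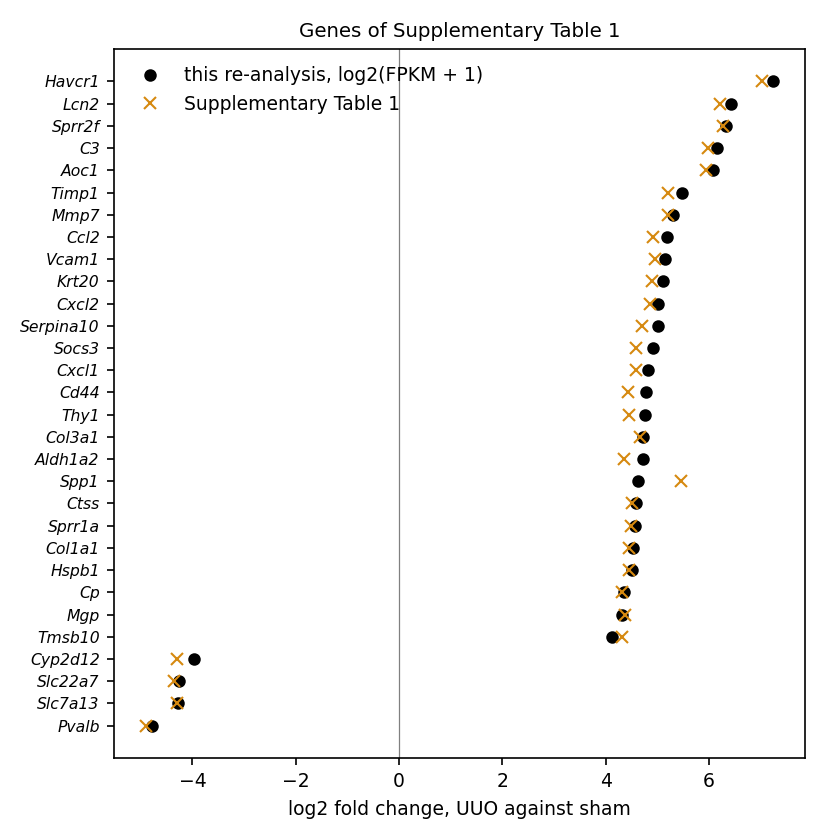
log2 fold change of UUO against sham for the 30 genes of Supplementary Table 1, computed here on log2(FPKM + 1) (dots) and as the supplementary table lists it (crosses). The widest gap is that of Spp1, at 4.63 here.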

| id | logFC | AveExpr | t | P.Value | adj.P.Val | B |
| --- | --- | --- | --- | --- | --- | --- |
| Havcr1 | 7.036166 | 5.407656 | 13.67354 | 2.68E-07 | 9.74E-06 | 7.515354 |
| Sprr2f | 6.278622 | 3.421932 | 13.96864 | 2.23E-07 | 8.80E-06 | 7.706801 |
| Lcn2 | 6.222572 | 7.024231 | 14.43812 | 1.68E-07 | 7.54E-06 | 8.00302 |
| C3 | 5.977505 | 5.785697 | 23.91648 | 2.05E-09 | 1.19E-06 | 12.40974 |
| Aoc1 | 5.937882 | 5.11733 | 21.23703 | 5.83E-09 | 1.56E-06 | 11.40336 |
| Spp1 | 5.460082 | 12.26955 | 20.88242 | 6.76E-09 | 1.61E-06 | 11.25866 |
| Timp1 | 5.213624 | 3.709233 | 12.24049 | 6.89E-07 | 1.65E-05 | 6.522515 |
| Mmp7 | 5.207472 | 2.77171 | 9.010427 | 8.83E-06 | 8.59E-05 | 3.805277 |
| Vcam1 | 4.963508 | 4.829249 | 16.58283 | 5.07E-08 | 4.06E-06 | 9.239012 |
| Ccl2 | 4.912092 | 3.703888 | 18.09292 | 2.37E-08 | 2.67E-06 | 10.00974 |
| Pvalb | -4.90246 | 2.495496 | -19.8594 | 1.05E-08 | 1.90E-06 | 10.82439 |
| Krt20 | 4.893548 | 3.226469 | 11.68709 | 1.02E-06 | 2.04E-05 | 6.108271 |
| Cxcl2 | 4.851238 | 2.736522 | 16.97755 | 4.13E-08 | 3.60E-06 | 9.447722 |
| Serpina10 | 4.698179 | 3.765932 | 18.90639 | 1.62E-08 | 2.27E-06 | 10.39568 |
| Col3a1 | 4.671603 | 5.517032 | 17.02075 | 4.04E-08 | 3.57E-06 | 9.470244 |
| Cxcl1 | 4.593903 | 4.553021 | 8.151415 | 1.98E-05 | 0.000154 | 2.938574 |
| Socs3 | 4.5825 | 3.714122 | 22.83634 | 3.08E-09 | 1.40E-06 | 12.02157 |
| Ctss | 4.513903 | 5.556879 | 26.53221 | 8.20E-10 | 9.44E-07 | 13.2641 |
| Sprr1a | 4.497502 | 5.756925 | 5.908082 | 0.000233 | 0.001022 | 0.290199 |
| Hspb1 | 4.45187 | 6.6022 | 15.15059 | 1.11E-07 | 5.85E-06 | 8.434004 |
| Thy1 | 4.445659 | 3.989141 | 12.22465 | 6.97E-07 | 1.66E-05 | 6.510909 |
| Col1a1 | 4.443474 | 5.43218 | 20.45846 | 8.10E-09 | 1.76E-06 | 11.08179 |
| Cd44 | 4.426173 | 3.190815 | 16.43874 | 5.47E-08 | 4.17E-06 | 9.161475 |
| Mgp | 4.374372 | 8.844383 | 15.95874 | 7.07E-08 | 4.68E-06 | 8.897765 |
| Slc22a7 | -4.36241 | 5.207881 | -7.48295 | 3.89E-05 | 0.00025 | 2.211788 |
| Aldh1a2 | 4.346369 | 3.375514 | 21.96233 | 4.34E-09 | 1.47E-06 | 11.69049 |
| Tmsb10 | 4.320038 | 9.451341 | 16.88757 | 4.33E-08 | 3.66E-06 | 9.400618 |
| Cp | 4.31906 | 5.83992 | 16.28441 | 5.93E-08 | 4.33E-06 | 9.0776 |
| Slc7a13 | -4.30152 | 5.934049 | -6.93275 | 7.03E-05 | 0.000394 | 1.575659 |
| Cyp2d12 | -4.29393 | 3.349058 | -12.3907 | 6.21E-07 | 1.55E-05 | 6.63181 |

Supplementary Table 2. The top 30 DEGs in dataset 2.

| id | logFC | AveExpr | t | P.Value | adj.P.Val | B |
| --- | --- | --- | --- | --- | --- | --- |
| Havcr1 | 7.315176 | 5.440486 | 25.56014 | 4.18E-08 | 1.68E-05 | 9.643882 |
| C3 | 6.398427 | 5.635747 | 36.43291 | 3.66E-09 | 7.01E-06 | 11.78476 |
| Lcn2 | 6.096584 | 6.354306 | 19.62403 | 2.54E-07 | 3.02E-05 | 7.868977 |
| Spp1 | 5.70289 | 11.90207 | 13.9867 | 2.51E-06 | 8.55E-05 | 5.472358 |
| Aoc1 | 5.661505 | 5.016662 | 77.73448 | 1.96E-11 | 3.76E-07 | 14.926 |
| Timp1 | 5.488246 | 3.589401 | 26.4603 | 3.30E-08 | 1.67E-05 | 9.866826 |
| Sprr2f | 5.427985 | 2.895976 | 12.31663 | 5.87E-06 | 0.000134 | 4.556774 |
| Vcam1 | 5.135208 | 4.388465 | 55.17174 | 2.09E-10 | 1.34E-06 | 13.77668 |
| Ubd | 5.030323 | 3.850572 | 18.15448 | 4.32E-07 | 3.79E-05 | 7.326949 |
| Krt20 | 5.01299 | 2.91214 | 20.09898 | 2.16E-07 | 2.80E-05 | 8.034039 |
| Ccl2 | 5.01022 | 3.490267 | 19.45724 | 2.70E-07 | 3.07E-05 | 7.809888 |
| Serpina10 | 4.995264 | 3.883478 | 23.80147 | 6.81E-08 | 2.01E-05 | 9.17698 |
| Hspb1 | 4.843531 | 6.56034 | 25.61275 | 4.12E-08 | 1.68E-05 | 9.657197 |
| Cxcl2 | 4.842477 | 2.635767 | 24.69742 | 5.29E-08 | 1.78E-05 | 9.420247 |
| Socs3 | 4.783958 | 3.59166 | 20.17117 | 2.11E-07 | 2.80E-05 | 8.058722 |
| Egf | -4.72878 | 5.606596 | -17.5348 | 5.46E-07 | 4.33E-05 | 7.083 |
| Sprr1a | 4.678521 | 5.992332 | 8.247817 | 8.01E-05 | 0.000648 | 1.690178 |
| Cp | 4.574896 | 5.628488 | 35.12141 | 4.71E-09 | 7.52E-06 | 11.57971 |
| Tmsb10 | 4.498457 | 9.1474 | 16.09831 | 9.75E-07 | 5.34E-05 | 6.478047 |
| Pvalb | -4.49299 | 2.395893 | -28.8179 | 1.84E-08 | 1.46E-05 | 10.40507 |
| Nccrp1 | -4.48358 | 4.175631 | -14.0846 | 2.40E-06 | 8.37E-05 | 5.522459 |
| Il1f6 | 4.402996 | 2.251304 | 8.357571 | 7.37E-05 | 0.000613 | 1.783055 |
| Cd44 | 4.397184 | 2.76873 | 25.54231 | 4.20E-08 | 1.68E-05 | 9.63936 |
| Cyp2d12 | -4.25216 | 4.231492 | -17.0915 | 6.50E-07 | 4.49E-05 | 6.902393 |
| Ctss | 4.169871 | 5.137799 | 13.89352 | 2.63E-06 | 8.80E-05 | 5.424324 |
| Dnase1 | -4.11149 | 7.685426 | -18.204 | 4.24E-07 | 3.79E-05 | 7.346015 |
| Lyz2 | 4.098569 | 5.955657 | 11.31043 | 1.03E-05 | 0.000185 | 3.942512 |
| Cd14 | 4.018493 | 4.16673 | 27.17979 | 2.74E-08 | 1.67E-05 | 10.03783 |
| Ly86 | 4.016447 | 4.145248 | 10.47762 | 1.71E-05 | 0.000244 | 3.39232 |
| C1qa | 4.000784 | 6.232833 | 17.51366 | 5.51E-07 | 4.34E-05 | 7.07451 |

The parameter settings in STRING are as follows picture:

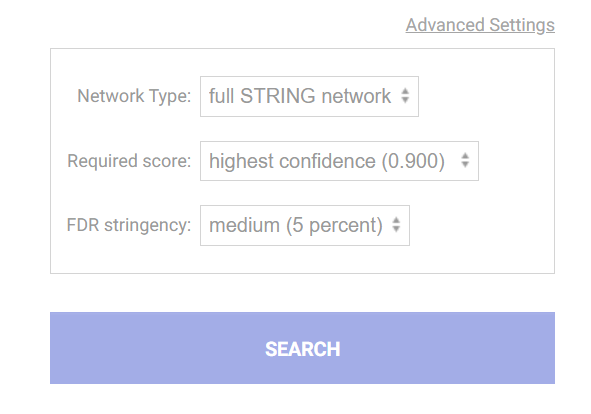

PPI enrichment P value is less than 1.0e-16, as shown in the below:

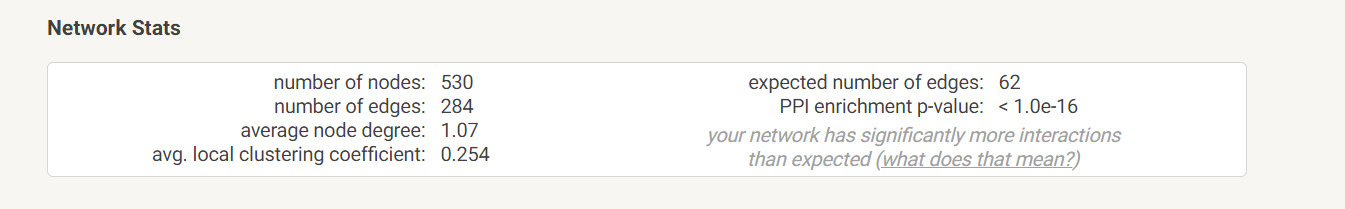

The certification is shown in below

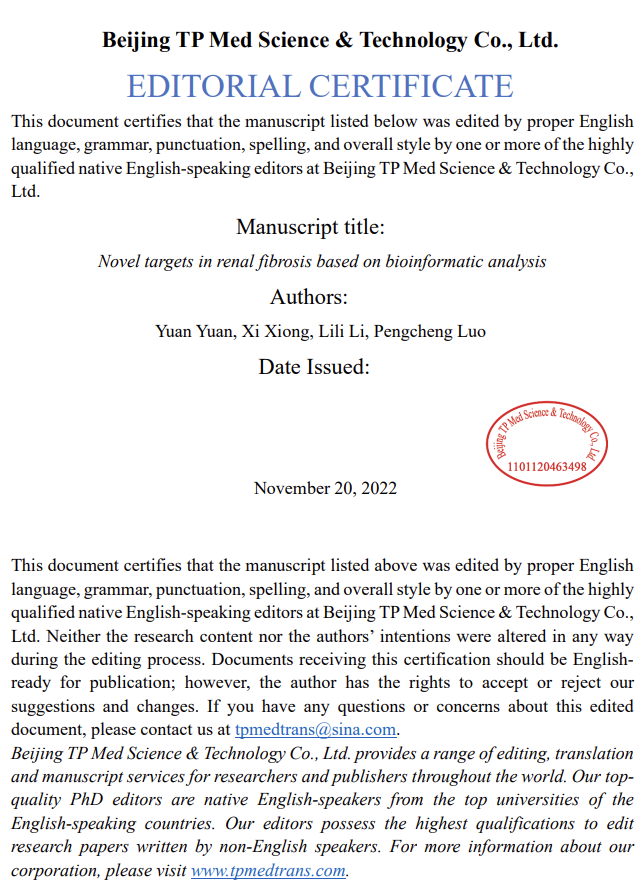

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

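RNA of kidneys from 5 sham and 5 UUO mice (dataset 1) had been sequenced by the authors, one library per mouse. The authors deposited one table with FPKM, TPM and estimated read counts per gene and library, and with their own DESeq2 comparison of the groups. FPKM in the deposited table are scaled by transcript length and by the fragments of each library. TPM in the deposited table are scaled so that every library has the same sum. The estimated counts that the authors deposited are not normalized, and 31.9% of them are whole numbers. The deposited log2 fold changes and p-values of the authors' DESeq2 comparison were read only to count their calls. The same table holds 24 further columns for 8 libraries of a knockout experiment that the paper does not describe, and these were not used. Libraries were assigned to groups by the codes (WTN or WTU) and days in their labels and by the heat map of Figure 2E. Tissue, day and age follow the paper, although the labels differ on each of them.

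FPKM rather than TPM were used because the average expression listed in Supplementary Table 1 lay closer to the mean of log2(FPKM + 1), with a median difference of 0.18, than to that of log2(TPM + 1), with 0.44. Genes with an FPKM above 0 in at least 1 library were tested, 19094 of 19539. The pseudocount was 1. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend and no covariates), and DEGs follow the thresholds of the paper, a log2 fold change beyond 2 and an unadjusted p under 0.05. Adjusted p-values in the text are Benjamini-Hochberg values of limma unless another method is named. For single genes, a two-sided exact permutation test over all assignments of the 10 libraries to groups of 5 and 5 was run as well, and its smallest possible p is 0.00794. The AUC is the share of pairs of a UUO and a sham library in which the UUO library is higher. GO terms named by the paper, where the deposited table holds them, and KEGG pathways listed in that table were tested with one-sided Fisher's exact tests. Gene lists of cell types, written before the data were examined, were tested with limma's fry. The figures and remaining tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

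The rules for which genes are named were set before the data were examined. They give the hub genes, the genes of Supplementary Table 1, the genes labelled in the volcano plot of dataset 1, the proteins stained in Figure 1, the reference genes, genes the paper discusses, and the 5 largest rises and 5 largest falls among DEGs without overlap between the groups, 63 genes in all. The largest rises and falls are picked by the fit itself, and Slc22a8 and Dnase1 are named for that reason alone. H2-Ab1, Actg1 and Psca are named outside these rules, the latter 2 after the data were seen.

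The depth was between 12166608 and 19403210 estimated counts per library. Between libraries of one group, the differences in counts were 23.7 to 65.0 times those of counting noise (chi-square per degree of freedom), so no library repeats another. Whether that spread comes from the mice or from the preparation of the libraries was not tested. Of the methods, limma, limma after quantile normalization, edgeR with its filter and DESeq2 were tested on simulated counts with 200 changed genes, and the other settings were not. limma recovered 200 of them among 18053 genes with 0 false DEGs, and so did limma after quantile normalization. edgeR recovered 200 among 14099 genes with 0 false DEGs, and DESeq2 recovered 200 among 19539 genes with 23 false DEGs. The changed genes had a log2 fold of 3 in either direction, beyond the threshold, and none had a low FPKM. As many rose as fell, and the groups were otherwise simulated alike, without a shift between them. Full recovery was therefore likely in advance, and the simulation does not test the scaling.

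Alternatives set before the data were examined were pseudocounts of 0.1 and 0.5, genes with an FPKM of at least 1 in at least 5 libraries, all genes of the table, adjusted p-values, quantile normalization, upper quartile scaling, TPM, edgeR 4.0.16 (quasi-likelihood test, TMM factors) with and without a filter on low counts, DESeq2 1.42.0, a replicate block, eBayes with trend, each library left out in turn, values relative to Actb, other sets of genes for the PCA, other backgrounds and DEG sets for the GO terms, and camera for the gene lists. edgeR and DESeq2 were run here on the estimated counts rounded to whole numbers. Alternatives chosen after seeing the data were quantile normalization over all genes of the table with adjusted p-values, FPKM scaled by TMM factors, counts thinned to the smallest library, FPKM without the 50 most abundant genes, PCA of the DEGs under quantile normalization, and the KEGG pathways with their own alternatives. Samples with the same number in both groups were not treated as pairs. Immunofluorescence, qRT-PCR, the protein interaction network and the datasets other than dataset 1 were not analysed here.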

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

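The test of the beta-actin reference was set before the data were examined. All other tests in this part were chosen after the result was seen.

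In 128 groups of 5 values (63 named genes and the total estimated counts, in the sham and the UUO group), a library stood far from the others in 15, where chance gives about 6.4. In 6 of the 15 this was sham 2, above the other sham libraries in genes of injury and inflammation. The gap to the nearest library, as a share of the range of the group, was 0.783 for Havcr1, 0.765 for Vcam1, 0.739 for Ccl2, 0.901 for Cxcl2, 0.783 for Cxcl1 and 0.754 for Cd44. Without sham 2 the log2 fold change of Cxcl1 rose from 4.81 to 5.41. The scaling of that library as the whole cause is argued against by quantile normalization. After it, 4 of the 6 genes kept sham 2 past 0.71, the limit for standing far from the others. Their gaps were 0.752 for Havcr1, 0.712 for Ccl2, 0.864 for Cxcl2 and 0.786 for Cxcl1, smaller than before in all but Cxcl1. Those of Vcam1 (0.682) and Cd44 (0.645) fell under the limit. Carry-over of UUO RNA would add the same percent of the UUO level in all genes that rise. The median excess of sham 2 over the other sham libraries was 3.03% of the UUO mean in the 6 genes and 2.86% in 179 other rising DEGs with a UUO mean FPKM of at least 50, and it was 1.25% in the 9 of these whose sham level was under 2% of the UUO mean. Cxcl1 exceeded all of these medians at 15.8%, while some genes with a sham level far under their UUO level showed less or none (Sprr2f -0.184%, Mmp7 0.21%, Timp1 0.714% and Lcn2 1.045%). These values count against an even carry-over of about 3% but come from single genes, some of them near 0 in the sham group, and a smaller one is not excluded. A mild injury of that kidney would raise the same genes. Of 7 injured tubule genes outside the 6, sham 2 was the highest sham library in 4, where chance gives 1.4, and it was the highest in 340 of all 712 rising DEGs. Carry-over and injury cannot be told apart here, because both raise the genes that UUO raises and a single library shows the pattern.

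The other 9 distances were spread over several libraries, close to the number chance gives. In the sham group they were 0.727 for Ctss (sham 3, lowest), 0.711 for Fgb (sham 4, highest), 0.768 for Dnase1 (sham 4, highest) and 0.773 for Slc22a8 (sham 1, lowest). In the UUO group they were 0.833 for Ctss (UUO 2, highest), 0.738 for Col1a2 (UUO 2, lowest), 0.755 for Thy1 (UUO 2, lowest), 0.755 for Fgb (UUO 3, highest) and 0.741 for Aldh1a2 (UUO 3, highest). Without UUO 3 the log2 fold change of Fgb was 2.04. No explanation, technical or biological, was tested for these 9.

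Actb, which the paper used as the qRT-PCR reference and did not analyse in dataset 1, had a log2 fold change of 1.67 (standard error 0.22, limma adjusted p = 0.000129) and was higher in all 5 UUO libraries than in any sham library. A shift left by the scaling to FPKM as the whole cause is argued against by FPKM scaled with TMM factors, under which the log2 fold change was 1.18 (limma adjusted p = 0.00195), with adjusted p-values from 5.02e-06 to 0.00195 over all alternatives. Reads moved from Actg1 to Actb at a constant sum are argued against by the sum of both genes, whose log2 difference was 1.35 (standard error 0.16, two-sided exact permutation test, p = 0.00794). Actg1 itself rose by 0.88 (limma adjusted p = 0.0193). A constant share of its reads counted to Actb stays open, because Actb rose by only 0.79 more than Actg1 (standard error 0.40, two-sided exact permutation test, p = 0.0873). The limit for this test was changed after its value was seen, from 2 standard errors, which the value just passes, to 2 standard errors and an exact p under 0.05, which it does not. More actin-rich cells in the obstructed kidney, or more actin per cell, stay open and were not tested. The hub gene folds of the RNA-seq lay above those of the qRT-PCR in Figure 6 in all 5 genes, and taking them relative to Actb lowers all of them by the same amount, so the genes are not separate tests. After this 4 of the 5 lay below Figure 6 (Bmp1 at 2.42-fold, Cd74 at 3.31-fold, Fcer1g at 4.99-fold and Icam1 at 2.13-fold) and H2-Eb1 (4.53-fold) stayed above it. The median distance in either direction went from 1.04 to 0.62 on the log2 scale, and that of Icam1 hardly changed. The RNA-seq folds carry a pseudocount of 1, which lowers them in genes with low FPKM. Relative to Actb, Bmp1 (sham FPKM 2.03 to 3.32) lay only 0.10 below Figure 6 on the log2 scale, so its side is not settled. The rise of Actb by 1.67 may lower the qRT-PCR folds, but on this scale its full size overshoots the difference in 4 of the 5 genes. This is a hypothesis that rests on folds read by eye from Figure 6.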

How the results depend on the processing

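The alternatives named as chosen after seeing the data in the summary of the processing are marked as such here, and all others were set before the data were examined. The 5 hub genes rose under every alternative run on them, with adjusted p-values from 2.33e-90 (DESeq2) to 0.000615. Relative to Actb, however, the log2 fold changes of Bmp1 (1.27), Cd74 (1.73) and Icam1 (1.09) were no longer beyond 2, while those of Fcer1g and H2-Eb1 were. The rise of Actb itself, which these values subtract, accounts for the change. Under the other alternatives all 5 hub genes stayed beyond 2, and their AUC was 1 relative to Actb and with TMM-normalized CPM. Leaving out a library cannot lower an AUC of 1 and is no test of it. Actb rose under all of its alternatives, by between 1.11 and 1.87 on the log2 scale.

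The 948 DEGs became 2024 with a pseudocount of 0.1, 1872 in edgeR with a filter on low counts, 2562 in edgeR without it, and 2352 in DESeq2. The rising DEGs, 712, became 1698, 1310, 1749 and 1622 under these settings in turn, 1091 with TPM and 427 with quantile normalization. They were 430 with TMM-scaled FPKM, and 424 with quantile normalization over all genes of the table and adjusted p-values, both chosen after seeing the data. The falling DEGs, 236, became 562, 813 and 730 in edgeR with the filter, edgeR without it and DESeq2, 373 with upper quartile scaling, and 426 with TMM-scaled FPKM. A smaller pseudocount widens the log2 fold changes of genes with low FPKM by construction. The cause of the other changes in the counts was not tested here, apart from the tests of the split by direction among the other observations. With each library left out in turn, DEGs numbered from 892 to 1002, rising ones from 666 to 753 and falling ones from 206 to 277.

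The share of the first principal component, 81.2%, moved by more than its jackknife standard error of 1.84 percentage points in several settings. It was 93.2% for the DEGs scaled to unit variance, 93.0% for the DEGs unscaled, 90.7% for the 500 most variable genes, 74.2% with a pseudocount of 0.1, 53.2% for all genes scaled to unit variance, and 92.5% for the DEGs under quantile normalization, scaled, a setting chosen after seeing the data. Selecting DEGs or variable genes raises the share by construction. The groups lay apart on this component in every setting.

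Fn1, Col1a1 and Col1a2 rose with an adjusted p under 0.05 in every alternative. Cdh1 rose by 0.60 (limma adjusted p = 0.0144), and by 0.21 with upper quartile scaling, 0.15 in edgeR, 0.10 in DESeq2 and 0.12 with TMM-scaled FPKM (chosen after seeing the data), where adjusted p-values ran from 0.329 to 0.673 and the rise no longer passed. The cause was not tested.

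Of 11 GO terms, all named by the paper, 10 passed. With rising DEGs only 5 passed and with falling DEGs only 3, sets that hold fewer genes. Of the KEGG pathways, 56 passed, and 69 with rising DEGs only, 21 with falling DEGs only, 66 with edgeR DEGs and 62 with the wider background, all of these chosen after seeing the data. All 14 gene lists passed in fry, and 9 passed in camera with its preset correlation, which lost the B cell, endothelium, neutrophil, podocyte and Y chromosome lists. After quantile normalization fry kept 11 lists and lost the neutrophil (median 0.69, adjusted p = 0.304), podocyte (0.0225, adjusted p = 0.611) and Y chromosome lists (adjusted p = 0.265), and the median of the last went from 0.37 to -0.20. In edgeR, where no list test was run, the medians were 0.157 for the podocyte and 0.0096 for the Y chromosome list. The neutrophil median there was 1.96, above 1.18 in the main setting, but on 4 genes in place of 6. Whether these 3 lists pass in fry thus depends on the scaling, although the neutrophil median did not shrink in every setting.

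Some genes that did not change much also changed direction. Tbp, at 0.39, became -0.0179 in edgeR, -0.0744 in DESeq2 and -0.076 with TMM-scaled FPKM. Ppia, at 0.31, became -0.0816 with upper quartile scaling, -0.13 in edgeR, -0.18 in DESeq2 and -0.18 with TMM-scaled FPKM. Gusb, at 0.44, became -0.12 in edgeR, -0.18 in DESeq2 and -0.0302 with TMM-scaled FPKM. Ywhaz, at -0.09, became 0.29 with quantile normalization, 0.0804 with TPM and 0.0177 with the replicate block. With each library left out Ywhaz lay between -0.14 and 0.0113, the latter without UUO 6. In other settings Ywhaz fell with an adjusted p under 0.05, by -0.48 with upper quartile scaling, -0.53 in edgeR and -0.58 in DESeq2. Plg, at 0.04, became -0.22 with quantile normalization, -0.0387 with upper quartile scaling, -0.30 in edgeR, -0.35 in DESeq2 and -0.0585 with TMM-scaled FPKM, and lay between -0.0111 without sham 3 and 0.0704 without UUO 6 with each library left out. The cause was not tested, and each of these genes moved by less than 0.45 in the main setting. Of 53 single genes apart from the hub genes, the fibrosis markers and Actb, 43 kept their direction and their call in every alternative, where the call is an adjusted p under 0.05 for the reference genes and the DEG thresholds for the others. B2m is among the 43 by its adjusted p, although its log2 fold change of 2.00 lay at the threshold of 2 and passed it with quantile normalization (2.08) and TPM (2.17) and without sham 2 or UUO 3 (at most 2.18). Msn passed under the threshold in 3 settings set in advance, and Gm11127 passed beyond it in 6.

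The groups share the numbers 1 to 4. The deviations of libraries with the same number from their group means were correlated at between 0.07 and 0.40 across genes. In the 21 pairs with different numbers the correlations ran from -0.41 to 0.30. Those with the same number were over 0.1 in 3 of 4 pairs but not in all, so the numbers were not taken as pairs. A link between libraries of the same number is not excluded by this. With the number as a replicate block there were 960 DEGs, 709 rising and 251 falling, and all 14 lists passed. With this block Tbp passed (limma adjusted p = 0.017) and Gusb did not (limma adjusted p = 0.0756).

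The depth limits the fold changes of genes with hardly any counts in one group, such as Mmp7 and Pvalb, for which only lower bounds can be given. Thinning all libraries to the smallest one, chosen after seeing the data, gave 945 DEGs.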

Differences from the paper's values

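The paper's number of upregulated genes in dataset 1 is 424, and 712 were found here by limma on log2(FPKM + 1) without scaling between libraries. Of the alternatives set before the data were examined, quantile normalization (427) and upper quartile scaling (487) came within a factor of 1.5 of the paper's number, and the others did not. TMM-scaled FPKM, chosen after seeing the values, gave 430. Quantile normalization over all genes of the table with the Benjamini-Hochberg adjusted p, also chosen after seeing the values, gave 733 DEGs, 424 rising and 309 falling, equal to the paper's 733, 424 and 309. The total and the number of falling genes lay within a factor of 1.5 of the paper's numbers in the main setting as well, at 948 and 236.

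For Spp1 the log2 fold change was 4.63 here against the paper's 5.460082, and only quantile normalization (5.46) among the alternatives set before the data were examined closed the gap. For Socs3 it was 4.92 against the paper's 4.5825. Quantile normalization (4.58) and upper quartile scaling (4.63) closed the gap, and so did TMM-scaled FPKM (4.55), chosen after seeing the values. The fits without sham 1, sham 3, UUO 3 or UUO 4 (4.84, 4.88, 4.84 and 4.85) left most of the gap, although their distance to the paper's value is within the spread between replicates, and the other alternatives stayed beyond that spread. For Aldh1a2 it was 4.72 against the paper's 4.346369, and quantile normalization (4.35) and upper quartile scaling (4.44) closed the gap, as did TMM-scaled FPKM (4.36), chosen after seeing the values. The fit without UUO 3 (4.55) left about 0.2 of it, within the spread between replicates, and the other alternatives stayed beyond that spread. Quantile normalization over all genes of the table was chosen after seeing the values. It gave all 30 log2 fold changes of Supplementary Table 1 with a largest difference of 4.7e-06. Its average expression and t also equalled those listed, as for Havcr1 at 5.407656 and 13.67354. The paper's text names no normalization. These matches argue against values without scaling between libraries as the source of that table.

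The volcano plot of dataset 1 labels Gm11127 among the downregulated genes. Its log2 fold change was -1.86 here, which does not reach -2. It reached the threshold with quantile normalization (-2.40), pseudocounts of 0.1 (-2.21) and 0.5 (-2.04), upper quartile scaling (-2.18), edgeR (-2.67) and DESeq2 (-2.73), and with TMM-scaled FPKM (-2.25), chosen after seeing the values. The paper reports E-cadherin protein as lower in the UUO group by immunofluorescence, whereas the transcript of its gene, Cdh1, had a log2 fold change of 0.60 (limma adjusted p = 0.0144), and no alternative gave a fall. The transcript and the protein are different measures.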

Other observations

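The tests of the fibrosis markers, the reference genes and the gene lists, and the count of splits for the number of DEGs, were set before the data were examined. All other tests in this part were chosen only after the result was seen, and so were the limits by which they were judged.

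Other splits of the 10 libraries into 5 and 5 were fitted in the same way, 100 of the 126 possible ones. The real split alone, 1 of 100, gave as many DEGs, where the largest other split gave 186. It was also the only one, 1 of 100, to give as many rising DEGs and, 1 of 100, as many falling DEGs, with 130 in one direction as the most in any other split. For the gene lists the real split was again the only one, 1 of 100, with 14 lists past an adjusted p of 0.05, and other splits gave at most 1.

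Rising DEGs made up 75.1% of the DEGs on the log2(FPKM + 1) scale. With FPKM scaled by TMM factors the share was 50.2%, which is consistent with a shift between the groups left by the scaling to FPKM on this scale. The TMM factors lay between 0.804 and 0.883 in the sham group and between 1.12 and 1.22 in the UUO group. Deeper UUO libraries are argued against as the cause, since the share was 75.03% after thinning all libraries to the smallest. A few genes taking most of the counts are argued against as well, since the share was 76.2% without the 50 most abundant genes, which held 29.5% of FPKM in the sham group and 21.6% in the UUO group on average. In the estimated counts, edgeR with TMM factors still gave 69.98% rising DEGs, so the shift does not account for the excess there. Which scale describes the obstructed kidney better stays open, because a true gain in the RNA of many genes was not tested apart from the scaling.

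The transcripts of the proteins stained in Figure 1 were measured in dataset 1 as well. Fn1 had a log2 fold change of 2.53 (standard error 0.21, limma adjusted p = 6.62e-06), Col1a1 of 4.52 and Col1a2 of 3.85 (standard error 0.18, limma adjusted p = 3.29e-07), with all 5 UUO libraries above all sham libraries. Cdh1 rose by 0.60, or 0.38 relative to the median gene, with p = 0.0238 in an exact permutation test, but not under every scaling.

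Of 11 genes commonly used as references, 9 passed an adjusted p of 0.05 over all genes and 9 when adjusted over the list alone, 6 rising and 3 falling. B2m had a log2 fold change of 2.00, Gapdh of -0.80, Sdha of -1.13 and Pgk1 of -0.93 (limma adjusted p-values of 2.4e-05, 0.000252, 0.000588 and 0.00556). With TMM-scaled FPKM, 7 passed, 2 rising and 5 falling, among them Ywhaz at -0.58, so the direction of those near 0 depends on the scaling. Tbp and Ywhaz were the ones that did not pass without scaling, at 0.39 and -0.09. The call of Gusb (limma adjusted p = 0.0274) changed in 6 of the 10 fits that each left out one library and that of Tbp in 2. Gapdh no longer passed after quantile normalization (-0.46, limma adjusted p = 0.0605), and Hprt and Rplp0 no longer passed in edgeR (adjusted p = 0.0767 and 0.0826) or DESeq2 (adjusted p = 0.185 and 0.143). Actb, B2m, Sdha and Pgk1 kept their direction and an adjusted p under 0.05 in every alternative run on them.

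The gene lists of cell types and states had median log2 fold changes of 4.63 for injured tubule, 3.85 for macrophage, 3.40 for MHC class II, 2.56 for fibroblast and myofibroblast, 1.56 for cell cycle, 1.26 for T cell, 1.18 for neutrophil, 0.85 for endothelium, 0.53 for podocyte, 0.42 for B cell and 0.37 for Y chromosome genes. They were -1.33 for loop of Henle and distal tubule, -1.71 for collecting duct and -2.14 for proximal tubule. Adjusted p-values from limma's fry lay between 1.68e-08 and 0.00603 over these 14 lists, but the neutrophil, podocyte and Y chromosome lists no longer passed after quantile normalization. The list of mitochondrial genes could not be tested, because the table holds none of them. Of 104 genes in the lists, 11 are hub genes or in Supplementary Table 1, which were picked from these libraries. A lower share of proximal tubule cells alone would raise the lists of all other cell types alike. It is argued against, because the macrophage list moved 3.32 further than the podocyte list and the collecting duct list fell. More macrophages or fibroblasts, and changed expression within cells, stay open and were not tested.

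The labels of the libraries name ureter as the tissue. In every library the median FPKM of 10 proximal tubule genes exceeded those of 8 urothelium genes and 6 smooth muscle genes of the ureter. The ratio to the higher of the 2 was at least 23.6 in the sham group and between 1.75 and 3.19 in the UUO group, where the proximal tubule genes fell, with the lowest value in UUO 3. Ureter as the only tissue is argued against clearly in the sham group by these values and only weakly in the UUO group, where the ratio of at least 1.75 is not far above 1. Kidney with some urothelium or smooth muscle is not excluded. All 8 urothelium genes were highest in sham 3 among the sham libraries, with a median FPKM of 14.5 against at most 1.39 in the others and 1.90 to 22.6 in the UUO libraries. Psca was the most abundant of them, at an FPKM of 117 in sham 3. Carry-over of UUO RNA into sham 3 is argued against, since the median excess of sham 3 was 133% of the UUO mean in the urothelium genes but -0.856% in 179 other rising DEGs. Urothelium dissected along with that kidney may be the source, a hypothesis from these same libraries.

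The 30 genes that Supplementary Table 2 lists for dataset 2 were all DEGs in dataset 1 with the direction given there, and none had overlapping groups. The table shares 21 genes with Supplementary Table 1. In the authors' deposited table, the authors' own DESeq2 comparison for dataset 1 has 2402 genes past the same thresholds, 1663 rising and 739 falling. DESeq2 run here gave 2352.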
